# Prenatal hypoxia-induced epigenomic and transcriptomic reprogramming in rat fetal and adult offspring hearts

**DOI:** 10.1038/s41597-019-0253-9

**Published:** 2019-10-29

**Authors:** Xin Chen, Lubo Zhang, Charles Wang

**Keywords:** Rat, Heart development, DNA methylation, Transcriptomics, Sequencing

## Abstract

The molecular mechanism of antenatal hypoxia impacting on fetal heart development and elevated risk of heart disease of adult offspring is poorly understood. We present a dataset integrating DNA methylome and transcriptome analyses of antenatal hypoxia affecting rat fetal and adult offspring hearts to understand hypoxia-mediated epigenomic reprogramming of the heart development. We showed that antenatal hypoxia not only induced DNA methylomic and transcriptomic changes in the fetal hearts, but also had a delayed and lasting effect on the adult offspring hearts. Of interest, antenatal hypoxia induced opposite changes in DNA methylation patterns in fetal and adult hearts, with a hypermethylation in the fetus and a hypomethylation in the adult. An extensive preprocessing, quality assessment, and downstream data analyses were performed on the genomic dataset so that the research community may take advantage of the public resource. These dataset could be exploited as a comprehensive resource for understanding fetal hypoxia-mediated epigenetic reprogramming in the heart development and further developmental programming of heart vulnerability to disease later in life.

**Figshare doi**: 10.6084/m9.figshare.9948572

## Abstract (summary)

**Table:** 

Measurement(s)	transcription profiling assay • DNA methylation
Technology Type(s)	RNA sequencing • RRBS
Factor Type(s)	sex • developmental stage • treatment
Sample Characteristic - Organism	Rattus norvegicus

Machine-accessible metadata file describing the reported data: 10.6084/m9.figshare.9948572

## Background & Summary

Heart disease is the leading cause of death in the United States, with ischemic heart disease, a major cause of morbidity and mortality. Yet the molecular mechanisms remain largely elusive. In addition to other risk factors, large epidemiological and animal studies have shown a clear association of adverse intrauterine environment with increased risk of ischemic heart disease in adulthood^1–5^. Hypoxia is a common form of intrauterine stress, and the fetus may experience prolonged hypoxic stress under a variety of conditions, including pregnancy at high altitude, pregnancy with anemia, placental insufficiency, cord compression, preeclampsia, heart, lung and kidney disease, or with hemoglobinopathy. Previous studies have suggested a possible link between antenatal hypoxia and increased risk of cardiovascular disease in offspring^6–16^. Studies in rats have demonstrated that maternal hypoxia results in heightened cardiac vulnerability to ischemia and reperfusion injury in offspring^17–25^. DNA methylation is a key mechanism associated with human diseases, altered gene expression and phenotype. Emerging evidence suggests that DNA methylation may play a crucial role in gestational hypoxia-induced developmental reprogramming. Consistent with what we reported recently in animal model^26^, there were other studies also showing that a chronic hypoxia induced DNA methylation alteration and/or transcriptomic reprogramming in cardiomyocytes^27,28^. Our previous studies showed that hypermethylation of single gene (e.g., PKC) was involved in antenatal hypoxia-induced developmental plasticity^21,24^. However, the impact of fetal hypoxia on the alteration of global methylation pattern and transcriptomic changes in the heart development remain unclear.

Recently, we presented an integration analysis to utilize reduced-representation bisulfite sequencing (RRBS) DNA methylome analysis coupled with RNA-seq to test the hypothesis that antenatal hypoxia causes a global epigenomic reprogramming and a corresponding transcriptomic alteration in developmental programming of hypoxic/ischaemic-sensitive phenotype in the heart^26^. 

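Fetal hearts were collected at the Day 21 of gestation from 3 control fetuses and from 3 fetuses whose dams had been kept in 10.5% O2 for 6 days, from Day 15 to Day 21. Each heart gave 1 RNA-seq library, made from total RNA after ribosomal RNA depletion, and the paper's text does not name the litter or the sex of each fetus, so that n counts fetuses and not dams. The authors trimmed the reads with Trimmomatic 0.35, aligned them to the rat genome Rnor6.0 with TopHat2 2.1.1 and quantified genes with Cufflinks 2.2.1. The paper's Supplementary Table 2 gives 12632742 to 14642669 aligned read pairs per fetal library. The deposited values used here are FPKM, and fragments per gene that the authors had scaled to a common depth and rounded to whole numbers, for 30044 genes. These scaled fragments summed to 5397637 to 5447399 (median 5411596) in the 3 control libraries and to 5477159 to 5863020 (median 5512738) in the 3 hypoxia libraries. Because they are not raw counts, no count model was fitted to them, and the hypoxia effect was tested with limma on log2(FPKM + 1). The test covered the 13422 genes with a mean FPKM of at least 1 over the 6 libraries, with Benjamini-Hochberg adjustment. A gene was called a DEG at the paper's criteria, an adjusted p under 0.3 and a fold change over 1.2. Adding 1 to each FPKM understates the change of genes with low values. In data simulated from these 6 libraries, this test recovered 77.6% of the genes changed 1.5-fold and 90.4% of those changed 2-fold. It made a mean of 50.2 false calls beside 200 changed genes. Recovery depends on how many genes change, since the adjustment does. In the real hearts Dok5 (log2 fold change 0.58) and Ftcd (-0.98) were not called (adjusted p = 0.367 for both from limma). Both were chosen after their values were seen. Few calls therefore do not show that few genes changed. A value of 0 in the tables can be a failed estimate: Rn28s and Rn18s, the 28S and 18S ribosomal RNA genes, are listed at 250103 and 172098 scaled fragments in hypoxia 3 and at 0 in each of the other 5 fetal libraries.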

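Adult hearts were collected at 5 months of age from 5 control and 5 hypoxia-exposed males and from 5 control and 5 hypoxia-exposed females, with 1 RNA-seq library per heart. These 20 libraries were processed by the authors as the fetal ones were, in tables of their own, so that adult and fetal values were scaled separately. Aligned read pairs, as the paper's Supplementary Table 2 gives them, numbered 20049445 to 24465642 per adult library. The scaled fragments summed to 6961535 to 7627563 (median 7541119) in male control, 7001852 to 7513566 (median 7426080) in male hypoxia, 7495463 to 8527249 (median 7927690) in female control and 7740397 to 8167059 (median 7868298) in female hypoxia. Hypoxia was compared with control within each sex, over 13327 genes in males and 12871 in females. In simulated data the test recovered 71.2% of genes changed 1.5-fold and 90.4% of those changed 2-fold in males, and 61.6% and 90% in females. With 200 changed genes, as in the fetal simulations, it made a mean of 57.4 and 55.2 false calls. Olfactory and vomeronasal receptor genes, which serve sensory neurons of the nose, had values above 0 in some of the male hearts. Of 1372 such genes listed, 375 to 1096 were detected in male control 3, 4 and 5 and in male hypoxia 2, 4 and 5, against at most 52 in each of the other 14 adult libraries. Among the female hearts, the library labelled female control 3 held RNA of Y-linked genes.

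**Figure D1:**
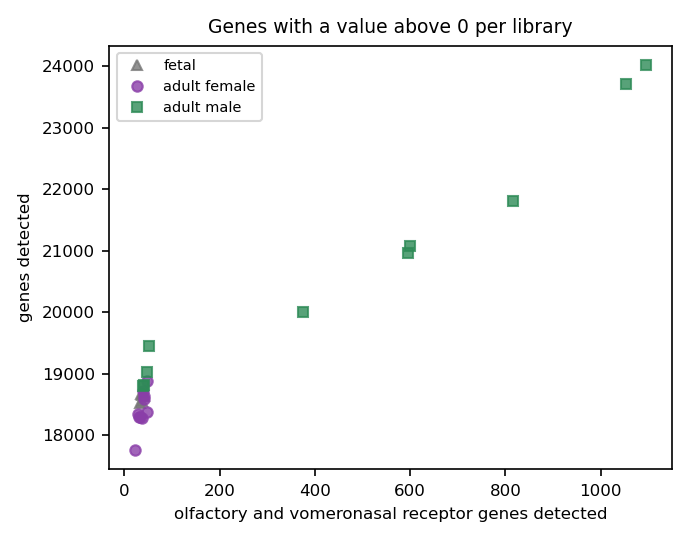
Number of genes with a value above 0 in each library (vertical axis) against the number of olfactory and vomeronasal receptor genes with a value above 0 (horizontal axis). Each point is 1 library, and the 6 male libraries to the right detect 20009 to 24021 genes, against at most 19449 in the other 14 adult libraries.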

The study showed that antenatal hypoxia not only induced a global DNA methylomic and transcriptomic changes in the fetal hearts, but also had a delayed and lasting effect on the heart in adult offspring^26^. In summary, our DNA methylome analyses identified 2,828 (1,824 hyper- vs. 1,004 hypo-) differentially methylated regions (DMRs) in fetal hearts and 2,193 (647 hyper- vs. 1,546 hypo-) DMRs in adult male hearts between hypoxia exposure and control. The differential methylation analysis showed an inverse hyper-hypo proportion relationship between fetal and adult male hearts. Consistent with the differential methylation analysis, an opposite global DNA methylation pattern caused by antenatal hypoxia was observed between fetal and adult hearts when examining the transcript starting site regions (TSS ± 3 k) and CpG islands (CGIs) in all genes, which displayed a hypermethylation in the fetal hearts and a hypomethylation in the adult hearts. Our transcriptome analysis identified a total of 323 differentially expressed genes (DEGs) in fetal hearts and 112 DEGs in adult male hearts between prenatal hypoxia exposure and control. 

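Hk2, the hexokinase of striated muscle that opens glycolysis, fell in the hypoxic fetal hearts from 32.6 ± 3.42 FPKM (SD, n = 3) to 19.0 ± 0.247 FPKM (SD, n = 3). This is a log2 fold change of -0.74 (standard error 0.083, adjusted p = 0.188 from limma). Bnip3, a mitochondrial protein of mitophagy and cell death, fell from 119 ± 4.81 to 89.9 ± 2.11 FPKM (log2 fold change -0.41, standard error 0.051, adjusted p = 0.271 from limma). Inpp1, an inositol polyphosphate phosphatase, rose from 14.9 ± 0.503 to 21.0 ± 0.681 FPKM (log2 fold change 0.47, standard error 0.060, adjusted p = 0.271 from limma). In each of these 3 genes no hypoxia library overlapped a control library, as 14.3% of all tested genes did, where chance gives 10%. They were among 5 DEGs of the 13422 genes tested, of which 1 had an adjusted p under 0.05; 1149 genes had an unadjusted p under 0.05. The other 2 DEGs, named here after their values were seen, rest on few fragments. LOC257642 had 3, 1 and 1 scaled fragments in control and 26, 19 and 28 in hypoxia. LOC102553254, with the smallest adjusted p (0.00737), had 1, 2 and 2 in control and is listed at 0 in all 3 hypoxia libraries. Protein kinase C epsilon, encoded by Prkce and a member of the PKC family that the paper's background names, was at 17.8 ± 1.07 FPKM in control and 17.7 ± 1.16 in hypoxia (log2 fold change -0.01, adjusted p = 0.978 from limma). In the adult male hearts none of 13327 genes was called by limma on FPKM or on scaled fragments, 772 had an unadjusted p under 0.05, and the smallest adjusted p was 0.437. The gene with the smallest p was Mmrn2, an endothelial matrix protein named after its value was seen, at 9.94 ± 1.02 FPKM (SD, n = 5) in control and 14.6 ± 0.549 (SD, n = 5) in hypoxia. Prkce was at 13.9 ± 3.09 and 15.8 ± 4.03 FPKM in these hearts (log2 fold change 0.17, adjusted p = 0.936 from limma). The calls of Hk2 and Bnip3 were lost without fetal control 3 (adjusted p = 0.417 and 0.656), hypoxia 1 (0.319 and 0.448) or hypoxia 2 (0.475 and 0.538), and that of Inpp1 without any library but control 2 (0.307 to 0.656). All 3 were lost with the replicate number as a block (0.601), with the level of Y-linked genes as a covariate (0.554) or without the variance trend (0.443), and Bnip3 and Inpp1 with upper-quartile scaling (0.378 and 0.343). The fetal count was 13 without control 1, 27 without control 2, 3 without control 3, 9 without hypoxia 1, 5 without hypoxia 2 and 22 without hypoxia 3, and the male count was 1 without control 3, hypoxia 2 or hypoxia 5.

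**Figure D2:**
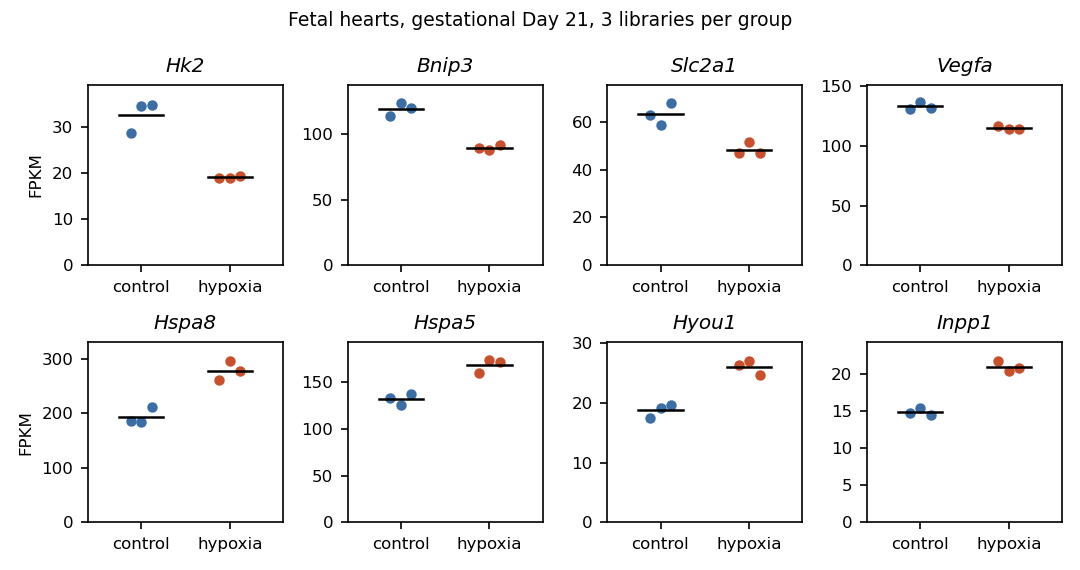
FPKM of 8 genes in the 6 fetal libraries, with each point 1 heart and each line the mean of 3; the vertical axes start at 0. Hk2, Bnip3 and Inpp1 are DEGs, while Slc2a1, Vegfa, Hspa8, Hspa5 and Hyou1 are not, and Slc2a1, Vegfa and Hspa5 were chosen after their values were seen.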

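When the fetal hearts were compared on scaled fragments in place of FPKM, 6 of 27 genes of heat shock and protein folding and 2 of 22 sarcomere genes were called higher in hypoxia, and 4 of 27 HIF target genes lower. This alternative was added after the values were seen. Limma then called 178 genes, of which 102 (57.3%) were higher in hypoxia and 4 were among the 5 DEGs on FPKM. Among the other gene lists, neutrophils and mast cells had 2 of 6 genes called higher. Glycolysis enzymes (2 of 17) and cardiac developmental regulators (2 of 19) had genes called lower. No further list had more than 1 gene called in a direction. The cytosolic chaperone Hspa8 rose with a log2 fold change of 0.52 (standard error 0.066, adjusted p = 0.0247), and Xirp2, an actin-binding protein of the cardiac intercalated disc, with one of 1.43 (standard error 0.204, adjusted p = 0.0351). Scd, the desaturase that makes monounsaturated fatty acids, fell by 0.63 on the log2 scale (standard error 0.085, adjusted p = 0.0284). Xirp2 and Scd were chosen after their values were seen. On FPKM, 2 of the 5 DEGs (40%) were higher in hypoxia. Among the 687 fetal genes with an unadjusted p under 0.05 and a fold change over 1.2, 388 (56.5%) were higher. The log2 fold changes on both scales had a Pearson correlation of 0.569 across the 13422 genes, which are not independent replicates. In adult male hearts no gene was called, so that no share of DEGs can be given; of 582 genes with an unadjusted p under 0.05 and a fold change over 1.2, 296 (50.9%) were higher in hypoxia.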

More up-regulated DEGs were identified in fetal (62.2%), compared to adult male rats (37.5%). 

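The effect of hypoxia on chaperones, interferon genes and endothelial markers differed between fetal and adult male hearts by a camera test of the difference between both log2 fold changes, at which 8 of 34 gene lists passed and none with an estimated correlation (smallest adjusted p 0.587). Of these 8, genes of heat shock and protein folding, HIF targets and oxidative phosphorylation passed within fetal hearts and not within adult male hearts, and the other lists within adult male hearts and not within fetal hearts. The median difference, fetal minus adult male, was 0.40 for 20 interferon genes (adjusted p = 4e-04), 0.27 for 18 immediate early genes (adjusted p = 0.00858) and 0.17 for 27 genes of heat shock and protein folding (adjusted p = 0.00769), each lost with an estimated correlation. Genes of cardiac stress (0.46, adjusted p = 0.0229) and nuclear-encoded subunits of oxidative phosphorylation (0.12, adjusted p = 0.0159) went the same way. The difference was negative for glucocorticoid response genes (-0.33, adjusted p = 0.00858), HIF target genes (-0.20, adjusted p = 0.0159) and endothelial markers (-0.15, adjusted p = 0.00159). Each hypoxia effect was taken within its own table, over 12053 genes tested in both, and of these only LOC102553254 differed at the criteria for DEGs (adjusted p = 0.00954 from limma, 606 genes at an unadjusted p under 0.05). The interferon, endothelial and chaperone lists passed without any 1 of the 16 libraries, while the glucocorticoid list was lost without fetal control 3, male control 2 or male hypoxia 2 (adjusted p up to 0.0839), the immediate early list without fetal hypoxia 2 or male hypoxia 1 (up to 0.0848) and the HIF list without fetal control 3, male hypoxia 1 or male hypoxia 2 (up to 0.0969). The oxidative phosphorylation list was lost without fetal control 2, fetal hypoxia 1, male control 3, male control 4 or male hypoxia 4 (up to 0.701), and the cardiac stress list without fetal control 2, fetal hypoxia 1, fetal hypoxia 2, male control 1, male hypoxia 1, male hypoxia 2 or male hypoxia 3 (up to 0.127).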

Our pathway analysis based on the DEGs showed a significant difference between fetal and adult male rats. 

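Chaperones rose together in the hypoxic fetal hearts: of 27 genes of heat shock and protein folding, 22 had a positive log2 fold change, with a median of 0.14 (adjusted p = 1.85e-07 from camera). The list did not pass with an estimated correlation (adjusted p = 0.43 with an estimated correlation), none of its genes was a DEG over all genes, and 7 were higher when adjusted over the list alone. Hspa8, the constitutive Hsp70 of the cytosol, was at 194 ± 15.1 FPKM (SD, n = 3) in control and 278 ± 17.3 (SD, n = 3) in hypoxia (adjusted p = 0.367 from limma). Hyou1, a chaperone of the endoplasmic reticulum, was at 18.8 ± 1.14 and 26.0 ± 1.16 FPKM (log2 fold change 0.45, adjusted p = 0.423 from limma). Targets of HIF, the transcription factor of the response to low oxygen, fell: 21 of 27 had a negative log2 fold change, with a median of -0.06 (adjusted p = 0.00018; adjusted p = 0.43 with an estimated correlation). Of these, 2 were DEGs, Hk2 and Bnip3, and 4 were lower when adjusted over the list alone. The glucose transporter Slc2a1, chosen after its value was seen, was at 63.1 ± 4.52 FPKM in control and 48.4 ± 2.66 in hypoxia (log2 fold change -0.38, adjusted p = 0.423 from limma). Fatty acid oxidation genes rose as a list (19 of 22 positive, adjusted p = 0.00192; adjusted p = 0.43 with an estimated correlation), with Acadl, an acyl-CoA dehydrogenase, at 139 ± 6.22 and 159 ± 2.83 FPKM, while Ppara, a transcription factor of these genes, was at 24.2 ± 0.839 and 20.2 ± 0.777. Sarcomere genes rose (18 of 22 positive, adjusted p = 0.00206; adjusted p = 0.686 with an estimated correlation), with the Z-disc genes Csrp3 at 391 ± 37.5 and 498 ± 26.3 FPKM and Myoz2 at 155 ± 6.01 and 204 ± 26.9. Nuclear-encoded subunits of oxidative phosphorylation rose as well (28 of 37 positive, adjusted p = 0.00633; adjusted p = 0.742 with an estimated correlation), among them Cox6a2, the muscle form of a cytochrome c oxidase subunit, at 214 ± 25.5 and 275 ± 27.8 FPKM, and Cox5a at 364 ± 16.4 and 411 ± 3.39. Adjusted over the list alone, 3 sarcomere genes, 1 fatty acid oxidation gene and 1 gene of oxidative phosphorylation were higher. Chaperone, HIF and fatty acid oxidation lists passed without any 1 library. The sarcomere list was lost without control 2 (adjusted p = 0.066) or hypoxia 2 (0.0556), and the oxidative phosphorylation list without control 2 (0.0757), hypoxia 1 (0.316) or hypoxia 2 (0.0592).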

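Cell cycle genes fell in the hypoxic fetal hearts: 26 of 32 had a negative log2 fold change, with a median of -0.09 (adjusted p = 0.00273 from camera; adjusted p = 0.738 with an estimated correlation). Top2a, the topoisomerase of dividing cells, was at 89.1 ± 6.28 FPKM (SD, n = 3) in control and 76.7 ± 5.65 (SD, n = 3) in hypoxia, and the replication clamp Pcna at 65.7 ± 3.67 and 58.9 ± 2.86. Imprinted growth genes fell (14 of 15 negative, adjusted p = 0.0137; adjusted p = 0.43 with an estimated correlation), with Mest at 195 ± 5.45 and 170 ± 3.85 FPKM and Asb4, the exception, at 17.1 ± 2.89 and 23.2 ± 2.52. Markers of neutrophils and mast cells rose (6 of 6 positive, adjusted p = 2.3e-05; adjusted p = 0.43 with an estimated correlation). Kit, the receptor of mast cells and progenitors for stem cell factor, was at 8.82 ± 0.743 and 13.0 ± 0.641 FPKM, and the defensin Defa5 at 0.337 ± 0.294 and 3.56 ± 2.29 FPKM, on a mean of 3.83 scaled fragments. Cytokines and chemokines (9 of 9 positive, adjusted p = 0.0179), epicardial markers (9 of 9, adjusted p = 0.0212) and antigen presentation genes (8 of 9, adjusted p = 0.0277) rose, each with an adjusted p = 0.43 with an estimated correlation. Among them were Il18, an inflammatory cytokine, at 1.86 ± 0.796 and 3.64 ± 0.491 FPKM, Cxcl12, a chemokine, at 17.7 ± 1.96 and 23.8 ± 4.77, and Aldh1a2, an epicardial enzyme of retinoic acid synthesis, at 4.64 ± 0.218 and 5.98 ± 0.865. Cxcl12 overlapped between groups, as did the low-expressed Msln (1.64 ± 0.811 and 2.85 ± 0.837), Psmb10 (1.87 ± 0.567 and 2.90 ± 0.511) and RT1-CE7 (0.712 ± 0.374 and 1.35 ± 0.449 FPKM). No gene of these 6 lists was a DEG. Adjusted over the list alone, 6 neutrophil and mast cell genes, 3 epicardial genes and 2 cytokine genes were higher, 1 imprinted gene was higher and 2 lower, and none of the cell cycle and antigen presentation genes passed. The cell cycle list was lost without control 3 (adjusted p = 0.278) or hypoxia 2 (0.198), the imprinted list without control 2 (0.0872) or hypoxia 1 (0.13) and the cytokine list without control 1 (0.0779) or hypoxia 2 (0.148) and on scaled fragments (0.052). The epicardial list was lost without control 3 (0.355) or hypoxia 2 (0.0592), and the antigen presentation list without control 3 (0.284), hypoxia 2 (0.0556) or hypoxia 3 (0.14). With the Y-linked covariate the cell cycle and epicardial lists were lost (0.0697 for both), and with no filter on low values the antigen presentation list (0.119) and the neutrophil and mast cell list (0.0751). Without hypoxia 2 the latter had fewer than 5 tested members and was not tested.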

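By camera at its preset correlation, endothelial markers rose and interferon response genes fell in the hearts of hypoxia-exposed adult males, and 6 lists passed in all, none of them with an estimated correlation. Of 28 endothelial genes 25 had a positive log2 fold change, with a median of 0.21 (adjusted p = 2.19e-06 from camera; adjusted p = 0.44 with an estimated correlation), and of 38 interferon genes 35 had a negative one, with a median of -0.35 (adjusted p = 2.19e-06; adjusted p = 0.975 with an estimated correlation). Pecam1, an endothelial adhesion molecule, was at 56.5 ± 6.15 FPKM (SD, n = 5) in control and 81.2 ± 15.6 (SD, n = 5) in hypoxia, and Esam, another, at 18.1 ± 2.54 and 24.1 ± 1.98 (adjusted p = 0.672 for both from limma). The interferon-induced antiviral gene Ifit1 was at 6.61 ± 2.88 and 2.05 ± 1.71 FPKM (adjusted p = 0.672) and the GTPase Igtp at 27.1 ± 20.6 and 9.41 ± 6.29 (adjusted p = 0.828). Immediate early genes fell (17 of 20 negative, adjusted p = 1.71e-05; adjusted p = 0.44 with an estimated correlation), with the transcription factor Egr1 at 24.0 ± 9.32 and 12.6 ± 2.81 FPKM and Cyr61, a matricellular protein, at 16.9 ± 3.50 and 10.7 ± 3.35. Glucocorticoid response genes rose (16 of 17 positive, adjusted p = 6.7e-05; adjusted p = 0.44 with an estimated correlation), with Ddit4, an inhibitor of mTORC1 signalling, at 12.3 ± 2.97 and 22.2 ± 5.04 FPKM and Zbtb16 at 26.1 ± 7.30 and 41.4 ± 12.2. Macrophage markers rose (18 of 23 positive, adjusted p = 0.0314) and genes of cardiac stress fell (12 of 12 negative, adjusted p = 0.0322), each with an adjusted p = 0.975 with an estimated correlation. Emr1, which encodes the macrophage antigen F4/80, was at 2.23 ± 0.535 and 3.56 ± 1.18 FPKM, Laptm5 at 7.22 ± 0.955 and 8.58 ± 0.858, the natriuretic peptide gene Nppb at 412 ± 120.5 and 221 ± 63.1, and Ankrd1 at 2590 ± 401 and 2022 ± 577. The lists of cytokines and chemokines (adjusted p = 0.522), complement and acute phase (0.428), antigen presentation (0.599) and lymphocytes (0.961) did not pass, nor did heat shock and protein folding (0.89). No listed gene was a DEG; adjusted over the list alone, 9 endothelial and 5 glucocorticoid response genes were higher, 5 immediate early genes, 1 interferon gene, 1 endothelial gene and 1 cardiac stress gene were lower, and no macrophage gene passed. The interferon list was lost without hypoxia 1 (adjusted p = 0.0521), the macrophage list without control 2 (0.357), control 4 (0.447) or hypoxia 4 (0.739) and the cardiac stress list without control 1 (0.34), hypoxia 1 (0.232), hypoxia 2 (0.137) or hypoxia 3 (0.309). With all 20 adults in one fit the immediate early (0.0623) and cardiac stress lists (0.0718) were lost, the latter also with no filter (0.0604) or with detected genes as a covariate (0.0555), and the macrophage list without control 5 and hypoxia 4 together (0.489). Male control 1 stood apart from the other male controls in the atrial genes Nppa, a member of the cardiac stress list (37434 scaled fragments, next 3370), and Myl7 (11607, next 305), chosen after its values were seen. Among the hypoxia hearts, male hypoxia 4 stood apart in Nppa (13135, next 2713), Ankrd1 (3020 FPKM, next 1970) and Cyr61 (16.5, next 9.84), and male hypoxia 2 in Igtp (20.4, next 8.85). From the pathway analysis of its DEGs, the paper states a significant difference between fetal and adult males.

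**Figure D3:**
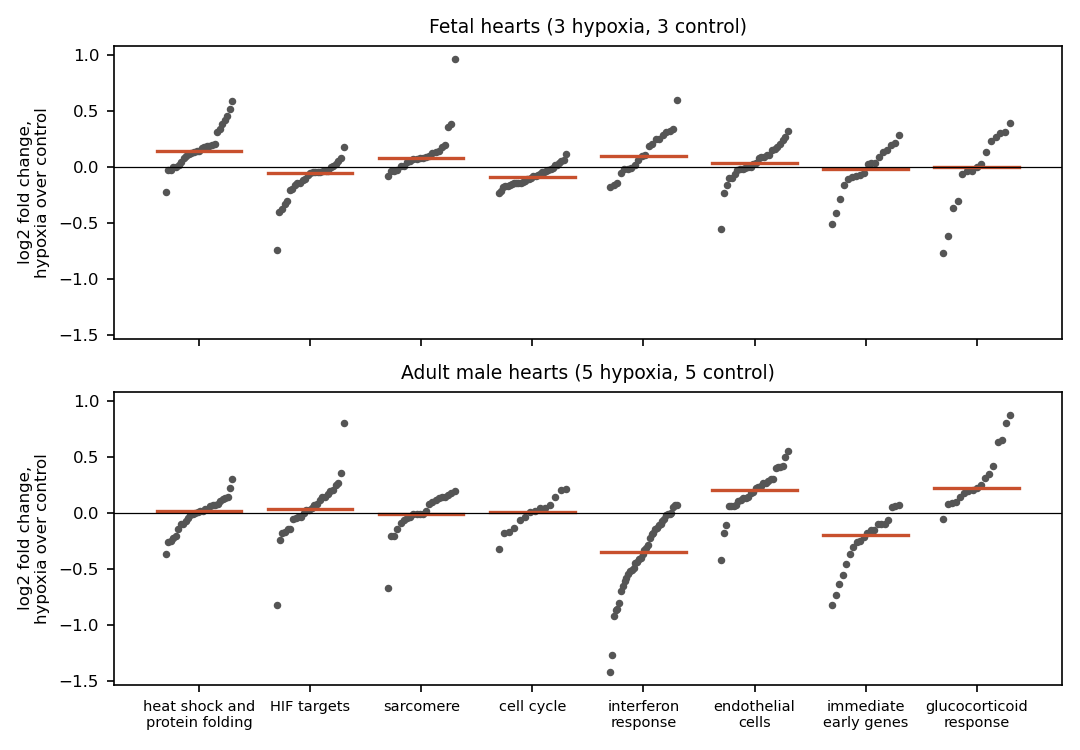
Log2 fold change, hypoxia over control, of the members of 8 gene lists in fetal hearts (top) and adult male hearts (bottom). Each point is 1 gene, sorted within its list, and the line is the list's median, 0.14 for fetal chaperones and -0.35 for adult male interferon genes.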

In fetal hearts, developmental/stress response related pathways were enriched, whereas in adult male rat hearts, immune/inflammatory response related pathways were enriched. Our integration analysis on DNA methylome and transcriptome data revealed a strong negative correlation between TSS CpG methylation and gene expression using the pooled data from both fetal and adult hearts. Furthermore, there was a strong negative correlation between DNA methylation and gene expression level when DMRs were located in promoter or exon regions of genes. We would like to note that our dataset including both DNA methylome and RNAs-seq transcriptome in a rat model involving prenatal hypoxia exposure is very unique and rare in the community which will have a great value and reusability. The dataset is in a high quality. More biological insights can be derived with further data mining performed by different investigators. Particularly, our dataset has special value to the those studying the maternal exposure induced epigenomic and transcriptomic reprogramming in the fetus.

## Methods

We have presented some these methods in our primary publication^26^. This section expanded our previous description to provide a comprehensive resource for reproducing both experimental and computational analysis.

### Experimental study design

The overall experimental study design was illustrated in Fig. 1. In total, we constructed 18 RRBS methylation libraries derived from 18 Sprague Dawley (SD) rat hearts and 26 RNA-seq libraries derived from 26 SD rat hearts in two development stages (fetus and adult). Pregnant rats were exposed to either normoxia (control group) or hypoxia (10.5% O2) for 6 days during gestational Days 15–21. The fetal hearts were collected at the Day 21 of gestation, and the adult offspring hearts were collected at 5 months old after birth^26^.

**Fig. 1:**
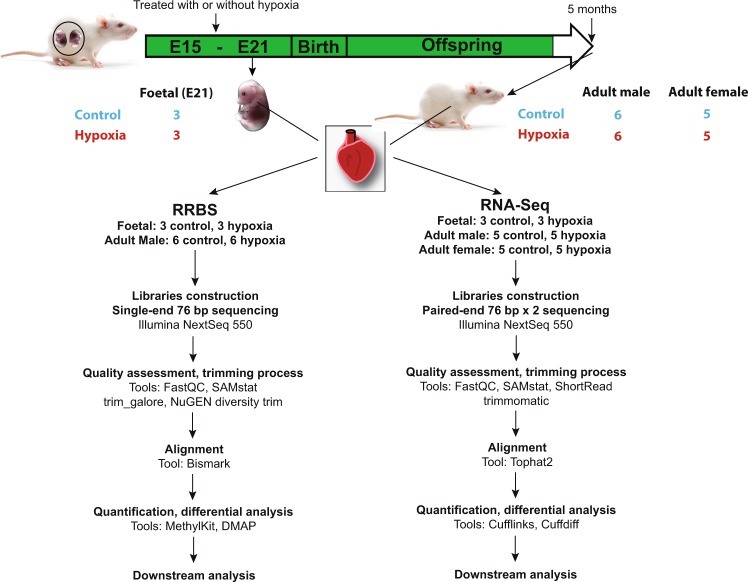
Flowchart of experimental design and data analysis pipeline.

### DNA and RNA extractions

The methods for DNA and RNA extractions were described previously^26^. Briefly, for genomic DNA (gDNA) extraction, heart tissues were minced and digested with 20 μL proteinase K (20 mg/mL) in digestion buffer (10 mM Tris-Hcl, pH 8.0 containing 0.5 M EDTA, 1% SDS, 10 m NaCl, and 5 mM CaCl_2_) for 3 h at 55 °C. The tissue lysate was twice phenol/chloroform/isoamyl: (25/24/1) alcohol extracted and the aqueous layer was treated with RNase A + T1 for 1 h at 37 °C. The lysate was again phenol/chloroform/isoamyl alcohol extracted and the gDNA was precipitated with equal volume of isopropanol in presence of 0.3 M sodium acetate at −20 °C overnight. The gDNA was finally centrifuged, washed with 70% ethanol, air dried and reconstituted in 10 mM Tris-HCl, pH 8.0. And then, gDNA was denatured with 2 N NaOH at 42 °C for 15 min, treated with sodium bisulfite at 55 °C for 16 h, and purified by EZ DNA Methylation-Gold KitTM (Zymo Research, Tustin, CA, USA)^26^.

Total RNA was isolated from heart tissues using TRIzol RNA Isolation reagent (Life Technologies, Carlsbad, CA, USA). Briefly, each solid tissue was homogenized in 1 mL TRIzol and the lysate was then extracted with chloroform and centrifuged at 14,000 rpm for 15 min at 4 °C. Finally, total RNA was precipitated and washed thoroughly with 70% ethanol, air dried and reconstituted in nuclease free water. RNA quality was assessed using the 2200 TapeStation (Agilent Technologies, Wilmington, DE USA). Heart samples had an average RIN number of 9.5^26^.

### RRBS and RNA-seq library constructions

The methods for RRBS and RNA-seq library constructions were described previously^26^. Briefly, high-quality gDNA was used for generation of RRBS libraries at the Center for Genomics, Loma Linda University (Loma Linda, CA, USA) following standard protocols of the Ovation® Ultralow Methyl-Seq Library Systems (NuGEN Technologies, Inc. USA). Briefly, 100 ng gDNA was restriction digested at 37 °C for 1 hour using the methyl-insensitive restriction enzyme Mspl, which cuts the DNA at CCGG sites. The fragments were directly subject to end blunting and phosphorylation. A single nucleotide (A) was then added to the 3′ ends of the fragments in preparation for ligation to a methylated adapter with a single-base T overhang. The ligation products were final repaired in a thermal cycler under the program (60 °C – 10 min, 70 °C – 10 min, hold at 4 °C). The product of the final repair reaction can be input directly into the bisulfite conversion kit (QIAGEN EpiTect Fast DNA Bisulfite Kit) according to Qiagen’s protocol. Eluted the purified, bisulfite-converted DNA in 23 μL of EB and performed PCR-amplification to enrich for fragments with adapters on both ends following by Agencourt RNAClean XP Beads purification. The final libraries were quantified using Qubit 3.0 (Life Technologies, Carlsbad, CA, USA) and the average size was determined on an Agilent TapeStation 2200 (Agilent Technologies, Wilmington, DE, USA). The final library was diluted to 5 nM and further quantitated to ensure high accuracy quantification for consistent pooling of barcoded libraries before sequencing^26^.

RNA-seq libraries were constructed using the Ovation Universal RNAseq System (NuGEN, San Carlos, USA). All RNA samples (except non-template control) were spiked with 1:500 ERCC RNA spike-in control mix (Life Technologies). Before cDNA generation, samples were treated with a second round of DNase for more thorough removal of gDNA following NuGEN’s integrated DNase treatment protocol. Double-stranded cDNA was generated using ~100 ng of total RNA per sample. cDNA was sheared using the Covaris S220 sonication system. Each sample was sheared according to the manufacturer’s settings of 130 µL sample with a target (peak) of 200 bp. The settings were as follows: 10% duty factor and 200 cycles/burst at 7 °C for 180 seconds. End repair was then performed to generate blunt ends for adaptor ligation. Unique barcodes were used for each sample for multiplexing. Targeted rRNA-depletion was performed before final library construction. cDNA libraries were amplified using 15 cycles (Artik thermal cycler from Thermo Scientific) and purified using RNAClean XP beads (Agencourt, Brea, USA). The size distribution of the libraries was checked using 2200 TapeStation. The peak size for all samples was around 300 bp (including a 122 bp adaptor). All libraries were quantified using the Qubit 3.0 Fluorometer (Life Technologies) and stored at −20 °C in non-sticky Eppendorf tubes (Life Technologies, Carlsbad, USA). RNA-seq libraries were sequenced on Illumina NextSeq550 with 76 bpx2, PE, approximately 25 M reads/each, at the Center for Genomics, Loma Linda University^26^.

### Sequencing, processing, and alignment of RRBS and RNA-seq libraries

RRBS libraries were sequenced using Illumina Nextseq550 platform. The libraries were single-end (SE) and read length was 76 bp. Base-calling was performed by Illumina RealTime Analyzer (RTA) software. Binary base call files (bcl) were demultiplexed by bcl2fastq v2.17.1.14 to generate raw fastq data per sample. Quality of the raw fastq data for each sample was assessed using the FastQC v0.11.4^29^. Based on the quality, adaptor sequences were removed from the reads using trim_galore v0.3.7^30^ with option ‘–rrbs’ disabled due to special design of NuGEN Ovation RRBS system. After adaptor trimming, NuGEN’s diversity trimming was performed to remove diversity adaptors. The trimmed reads were aligned to rat genome NCBI Rnor6.0, downloaded from Illumina iGenome, by using Bismark v0.16.3 with all default parameter settings. The methylation call files including the location of each CpG sites and the methylation percentage (beta value) were generated using bismark_methylation_extractor. SAMstat v 1.5.1^31^ was used to assess the quality of aligned reads per sample. The detailed statistics summary of RRBS processing and alignment can be referred to Supplementary Table 1.

RNA-seq libraries were sequenced on Illumina Nextseq550 with paired-end, 76 bpx2 run. FastQC and ShortRead^32^ (R/Bioconductor package) were used to assess the quality of the raw fastq data per sample. Based on the quality, hard trimming and adaptor trimming were performed by Trimmomatic v0.35^33^. The trimmed reads were aligned to the rat reference genome NCBI Rnor6.0 with TopHat v2.1.1^34^ with default parameter settings. The aligned bam files were then processed using Cufflinks v 2.2.1^35^ for gene quantification. Reads that were unable to align to the rat genome were converted to fastq format using SamToFastq function in Picard v1.114, and further mapped and quantified to ERCC transcripts by TopHat and Cufflinks, respectively. The detailed statistics summary of RNA-seq processing and alignment can be referred to Supplementary Table 2.

### Differential analysis of RRBS and RNA-seq data

The methylation call files were used as the input for differential methylation analysis using MethylKit^36^ and DMAP^37^. In our original paper, we first used DMAP to process the methylation call files for fetal and adult male rat samples, respectively, to generate CpG region profiles^26^. MethylKit was then used to perform differential methylation CpG (DMC) analysis and differential methylation region (DMR) identification. In DMC analysis, CpGs with a minimum of 10 reads in all samples were considered for the follow-up analysis, whereas in DMR analysis, CpG regions with a minimum of 20 reads in all samples were considered. The criteria to define DMCs or DMRs were based on the false discovery rate (FDR) < 0.05 and the methylation percentage change between control and hypoxia groups were >10%. The principal component analysis (PCA) was performed on DMCs of all fetal and adult male rat samples, showing a separation between control and hypoxia groups in both fetal and adult male rat samples (Fig. 2a).

**Fig. 2:**
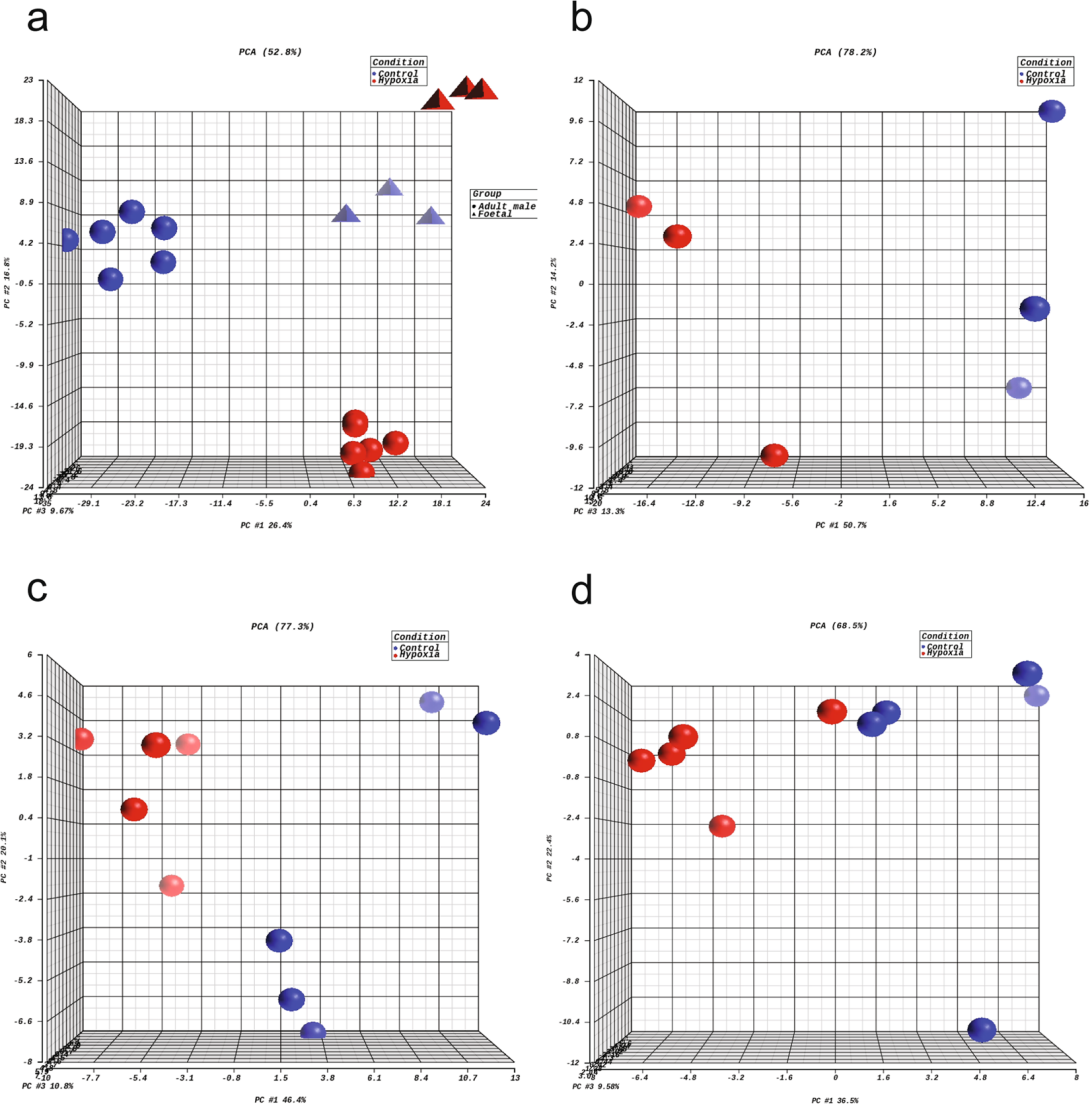
Principle component analysis (PCA) of differential methylation and gene expression profiling. (**a**) Differentially methylated CpGs between control and hypoxia groups in fetal and adult rat hearts. (**b**–**d**) Differentially expressed genes between control and hypoxia groups in fetal, adult male, and adult female rat hearts.

The gene expression profiles (Fragments Per Kilo base per Million or FPKM) were used as the input for differential expression gene (DEG) analysis using Cuffdiff. 

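Genes of contraction held the most fragments among the genes that code for proteins. Ttn, the giant sarcomere protein titin, took 6.21% of the scaled fragments of the fetal libraries and 4.75% of those of the adult libraries. Myh7, the slow myosin heavy chain, took 1.92% and 1.66%, and Myh6, the fast cardiac myosin heavy chain, 0.635% and 1.89%. In FPKM, very short genes came out on top, since FPKM divides by gene length. The transfer RNA gene Trns1 held 45.9% of the summed FPKM of the fetal libraries and the transfer RNA gene Trnm 76.7% of that of the adult libraries. The 10 genes with the highest mean FPKM held 84.3% of the sum in fetal and 89.9% in adult libraries. Of the 30044 genes listed, 13422 (44.7%) had a mean of at least 1 FPKM over the 6 fetal libraries. In adult hearts 13327 genes reached it over the 10 male libraries, 12871 over the 10 female libraries and 13183 over all 20. A mean of at least 1 FPKM was reached by 12004 genes at both ages, by 1418 in fetal hearts alone and by 1179 in adult hearts alone. The paper's text does not say whether its minimum applied to a mean, to any library or to every library. In fetal hearts 14526 genes reached it in at least 1 library and 12274 in every library.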

Genes with FPKM ≥ 1 in fetal or adult rat samples were used for DEG analysis. In our original paper, the criteria to define DEGs were based on FDR < 0.3 and fold change (FC) > 1.2^26^. 

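Over all tested genes, control and hypoxia hearts overlapped on PC1 in fetal, adult male and adult female samples alike. PC1 of log2(FPKM + 1) held 28.8% of the variance in the 6 fetal hearts (difference of group means, two-sided exact permutation test, p = 1, where 3 against 3 allows no p under 0.1). In the 10 male hearts PC1 held 33.4% (exact p = 0.698) and in the 10 female hearts 20.5% (exact p = 0.476), with a smallest possible p of 0.00794. Among the alternatives, the fetal groups were apart on PC1 with genes scaled to unit variance (25.4% of the variance, exact p = 0.1) and without hypoxia 1 (31.5%, exact p = 0.2). The plots of Fig. 2b-d use DEGs, so the step of picking genes by their group difference was repeated here. On the 323 fetal genes with the smallest p, as many as the paper's fetal DEGs, PC1 held 81.7% of the variance and separated hypoxia from control. On the 112 genes with the smallest p, PC1 held 68.0% in males and 59.6% in females and separated the groups as well. Genes picked in this way for other splits of the same hearts separated those splits too, in 9 of 9 other fetal splits, 91 of 99 male splits and 99 of 99 female splits. PC1 held 58.7% to 95.8% of the variance in those fetal splits, 52.0% to 90.4% in the male ones and 50.6% to 88.0% in the female ones.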

The PCA showed a separation between control and hypoxia groups in fetal, adult male, and adult female samples (Fig. 2b–d).

## Data Records

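Xist, the RNA that silences an X chromosome in females and is listed as LOC100911498, and the Y-linked genes Kdm5d, Eif2s3y and LOC103694537 were read in all 26 libraries. The gene LOC100911498 was matched to Xist by name in the RefSeq gene table of assembly GRCr8. In the 10 adult male libraries Xist was at 5 to 103 scaled fragments and the 3 Y-linked genes summed to 522 to 623 (median 556). In 9 of the 10 libraries labelled adult female Xist was at 4939 to 8943 scaled fragments and the Y-linked sum was at most 2. The library labelled adult female control 3 had 4 scaled fragments of Xist and a Y-linked sum of 529, of which Kdm5d, a histone demethylase, gave 171 and Eif2s3y, a translation initiation factor subunit, 176. It is called female control 3 throughout, as labelled. The sex of the fetal hearts is not named in the paper's text. Fetal control 1, control 3 and hypoxia 1 held Y-linked RNA, with 255, 255 and 241 scaled fragments of Kdm5d, while fetal control 2, hypoxia 2 and hypoxia 3 had 12154, 11006 and 11904 scaled fragments of Xist.

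**Figure D4:**
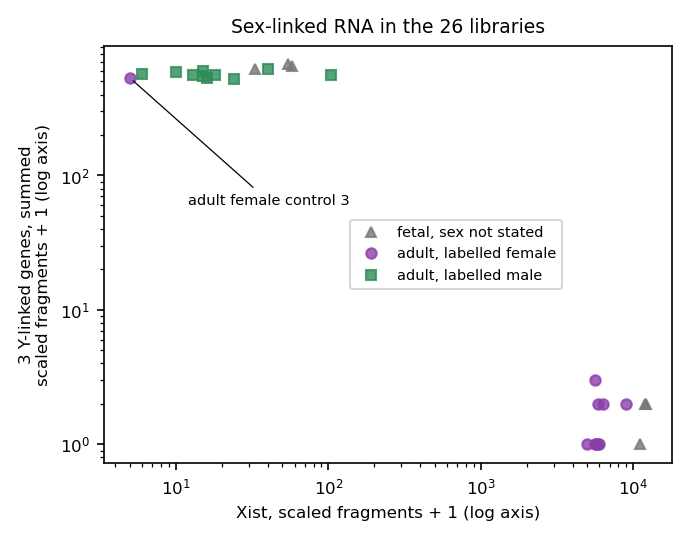
Summed scaled fragments of 3 Y-linked genes (vertical axis) against scaled fragments of Xist (horizontal axis) in the 26 libraries, both plus 1 on log axes. Each point is 1 library, and the library labelled adult female control 3 lies with the male libraries at 4 scaled fragments of Xist.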

The raw fastq data and processed FPKM gene expression profile of rat RNA-seq data^38^ consist of 6 fetal samples, 10 adult male samples, and 10 adult female samples. The raw fastq data and processed DNA methylation coverage files of rat RRBS data^39^ consists of 6 fetal samples and 12 adult male samples.

## Technical Validation

### Quality metrics for raw and mapped reads of RRBS and RNA-seq data

To measure the quality of raw fastq data, FastQC and ShortRead packages were used to generate QC report for each sample and a general overview for all samples. Figure 3a showed the distribution of median per base quality score for each position across samples in four different data sets, respectively. Usually, the quality scores between 41 and 28 indicate very good quality. In general, the quality scores of RRBS and RNA-seq data in both fetal and adult groups were of reasonable to very good quality. In fact, they showed almost the same patterns across all 76 bases.

**Fig. 3:**
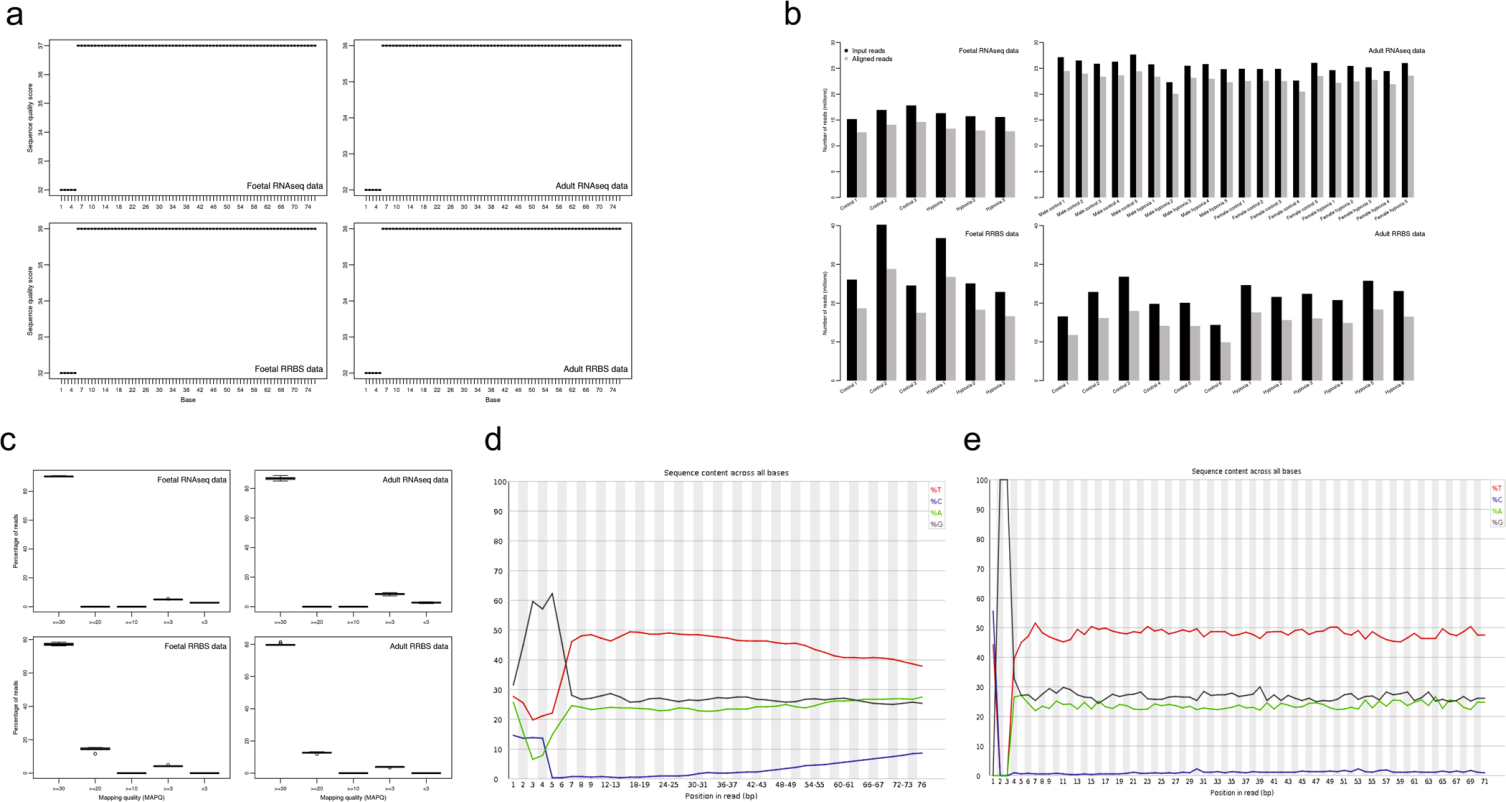
Quality metrics of raw and aligned reads. (**a**) The distribution of median phred quality score per base across all samples in fetal RNA-seq, adult RNA-seq, fetal RRBS, and adult RRBS data sets. (**b**) Number of reads before and after alignment of all samples in four data sets. (**c**) Distribution of percentages of aligned reads across different mapping quality ranges in four data sets. (**d**–**e**) An example of percentage of sequence content per base before and after NuGEN diversity trimming in two RRBS data sets (sample: C1_6).

Read alignment percentages were summarized in Fig. 3b. Overall, RRBS and RNA-seq data showed very consistent alignment percentages across all samples. 

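The fetal RNA-seq libraries aligned at 88.6% to 89.75% (median 89.15%), and the adult ones at 92.05% to 94.54% (median 94.22%). These rates were recomputed from the aligned and trimmed reads in the paper's Supplementary Table 2 and equal the rates stated there for all 26 libraries. Within each age the conditions lay close together. Fetal control libraries aligned at 89.44% ± 0.3932 (SD, n = 3) and fetal hypoxia libraries at 88.96% ± 0.3504 (SD, n = 3). Male control was at 94.0% ± 0.657 (SD, n = 5) and male hypoxia at 94.0% ± 0.573 (SD, n = 5), female control at 94.3% ± 0.114 (SD, n = 5) and female hypoxia at 93.7% ± 0.941 (SD, n = 5). The lowest adult rates were those of female hypoxia 2 (92.05%) and male control 5 (92.82%). RRBS libraries were not analysed here.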

On average, the alignment percentages for RRBS and RNA-seq were 64–72% and 89–95%, respectively.

Read mapping quality was measured by analyzing mapping quality scores of the alignments in each sample. Figure 3c presented the distributions of the percentages for aligned reads across different mapping quality ranges. In all of our four data sets, the reads were aligned with high accuracy in all samples, and more than 75% of aligned reads had a MAPQ ≥ 30.

### Validation of NuGEN diversity trimming

Due to the special design of NuGEN Ovation® Ultralow Methyl-Seq Library Systems, the raw fastq data did not show the typical RRBS signature in the first three bases (at the 5′ end) of the reads (CGG or TGG sequences due to MspI digestion, see Fig. 3d). In the trimming process, we disabled option ‘-rrbs’ in trim_galore and further applied NuGEN diversity trimming to remove the diversity adaptors. After the trimming process, we re-ran FastQC, thus the typical RRBS signature in the first three bases can be observed in our QC report for all RRBS samples. (Fig. 3e).

### Performance of ERCC spike-in control

To access the quality of RNA-seq expression profiles across samples, Mix1 containing 92 synthetic ERCC control sequences was spiked into each RNA sample. Figure 4a–c showed scatterplots of ERCC log2(FPKM) vs. log2(spike-in concentrations) in fetal, adult male and adult female groups, suggesting a good linear relationship between RNA-seq ERCC detected and true concentrations of the ERCC spike-in control. As expected, we observed smaller variability in ERCC with higher concentrations, as compared to ERCC at lower abundances.

**Fig. 4:**
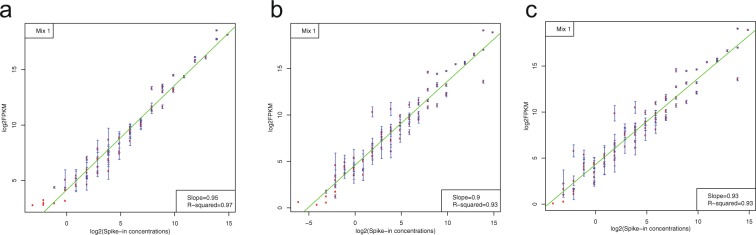
Quality assessment of external RNA spike-in controls (ERCC). (**a**–**c**) Satterplot of linear relationship between log2 transformed true spike-in concentrations and estimated FPKMs (Mean ± s.e.) in fetal, adult male, and adult female RNA-seq data sets.

### Biological replicates and reproducibility of RRBS and RNA-seq data

Using methylation call files and gene expression profiles, we performed PCA to test the reproducibility of RRBS and RNA-seq data, respectively. The resulting within-group and between-group Pearson correlations were calculated as well (Fig. 5a,b). 

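Of 8 genes of heart maturation, 6 lay apart between fetal and adult hearts. Tnni1, the slow skeletal troponin I of the fetal heart, was at 1252 ± 27.5 FPKM (SD, n = 6) in fetal and 2.32 ± 1.37 FPKM (SD, n = 20) in adult hearts, while Tnni3, the cardiac troponin I that replaces it, was at 1743 ± 78.2 and 8274 ± 2042. Myh6, the main ventricular myosin of the adult rodent heart, was at 930 ± 141 in fetal and 3069 ± 1134 in adult hearts. Mki67, a marker of dividing cells, was at 58.8 ± 4.50 and 1.88 ± 0.740, the fetal growth factor gene Igf2 at 387 ± 28.2 and 11.9 ± 3.06, and the imprinted RNA H19 at 619 ± 69.1 and 7.07 ± 5.23. In each of these genes every fetal library lay on the same side of every adult library. Myh7 (2734 ± 289 and 2623 ± 620) and Nppa (970 ± 258 and 740 ± 1569), which encodes atrial natriuretic peptide, overlapped between both ages. The adult mean of Nppa rests on male control 1, at 7026 FPKM, and was 409 ± 535 without it (SD, n = 19). Fetal and adult tables were scaled separately, so that these levels are compared across tables. In a PCA of log2(FPKM + 1) of all 26 libraries, PC1 held 53.6% of the variance and parted the 6 fetal from the 20 adult libraries. Pearson correlations of FPKM over 30044 genes were 0.000883 to 0.11 (median 0.0326) between a fetal and an adult library, 0.758 to 0.988 (median 0.861) among fetal libraries and 0.991 to 1 (median 0.998) among adult libraries. They rest on the transfer RNA genes that hold most of the FPKM sum: on log2(FPKM + 1) the correlations between fetal and adult libraries were 0.843 to 0.898 (median 0.887), and without transfer RNA genes, an alternative chosen after the values were seen, 0.0175 to 0.859 (median 0.242). On log2(FPKM + 1) the correlations were 0.96 to 0.974 among fetal and 0.92 to 0.983 among adult libraries, above those between both ages. Without transfer RNA genes the median was 0.824 among adult libraries. Among fetal libraries it was then 0.0692, below the median between both ages, so that this setting does not part the ages. These correlations run across genes, which are not independent replicates.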

We observed a clear separation between fetal and adult groups in both PCA and Pearson correlations. 

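Summed over 13422 genes, the variance among the 3 hypoxic fetal hearts was 1.20 times that among the 3 control hearts. On PC1 the SD of the scores was 14.1 in control and 48.3 in hypoxia, and on PC2 it was 31.0 in control and 9.89 in hypoxia, values that follow the farthest library of each component, hypoxia 1 at 54.4 on PC1 and control 2 at -50.5 on PC2. In adult hearts the same ratio of summed variances was 0.921 in males and 1.01 in females. PC2 held 21.6% of the fetal variance and PC3 19.4% (exact permutation test of the difference between groups, p = 0.2 and p = 0.3). The fetal groups overlapped on both. Among the alternatives they were apart on PC2 without control 2 or without control 3 (exact p = 0.1 for both). On PC3 they were apart on scaled fragments, with a pseudocount of 0.1, without control 1 (exact p = 0.1 each) and without hypoxia 3 (exact p = 0.2). In the other settings they overlapped on PC2 and PC3. Among the adults, PC2 held 15.5% in males (exact p = 0.841) and 16.7% in females (exact p = 0.603). Each fetal group held 3 hearts, and neither the ratio of variances nor the SDs were tested.

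**Figure D5:**
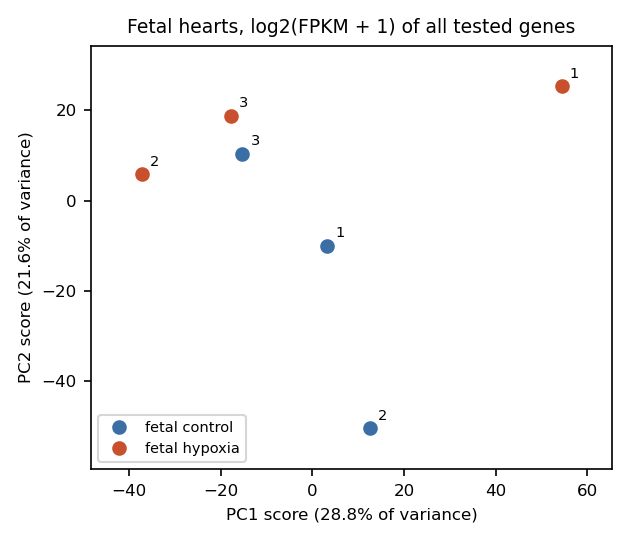
Scores of the 6 fetal hearts on PC1 (horizontal axis) and PC2 (vertical axis) of log2(FPKM + 1), with replicate numbers beside the points. Hypoxia 1 lies at the far end of PC1 and control 2 at the far end of PC2, and the groups overlap on PC1.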

Although the clear separation between hypoxia and control groups was not identified in all fetal and adult groups, which may be due to mild hypoxia effect, the biological replicates of fetal RNA-seq data between hypoxia and control groups shared similar variances in PCA (Fig. 5c). Furthermore, we examined the methylation regions located in the gene promoter regions (transcription start site/TSS ± 500 bp) and we found that there were similar variances across samples within either hypoxia or control groups in adult male rat hearts (Fig. 5d).

**Fig. 5:**
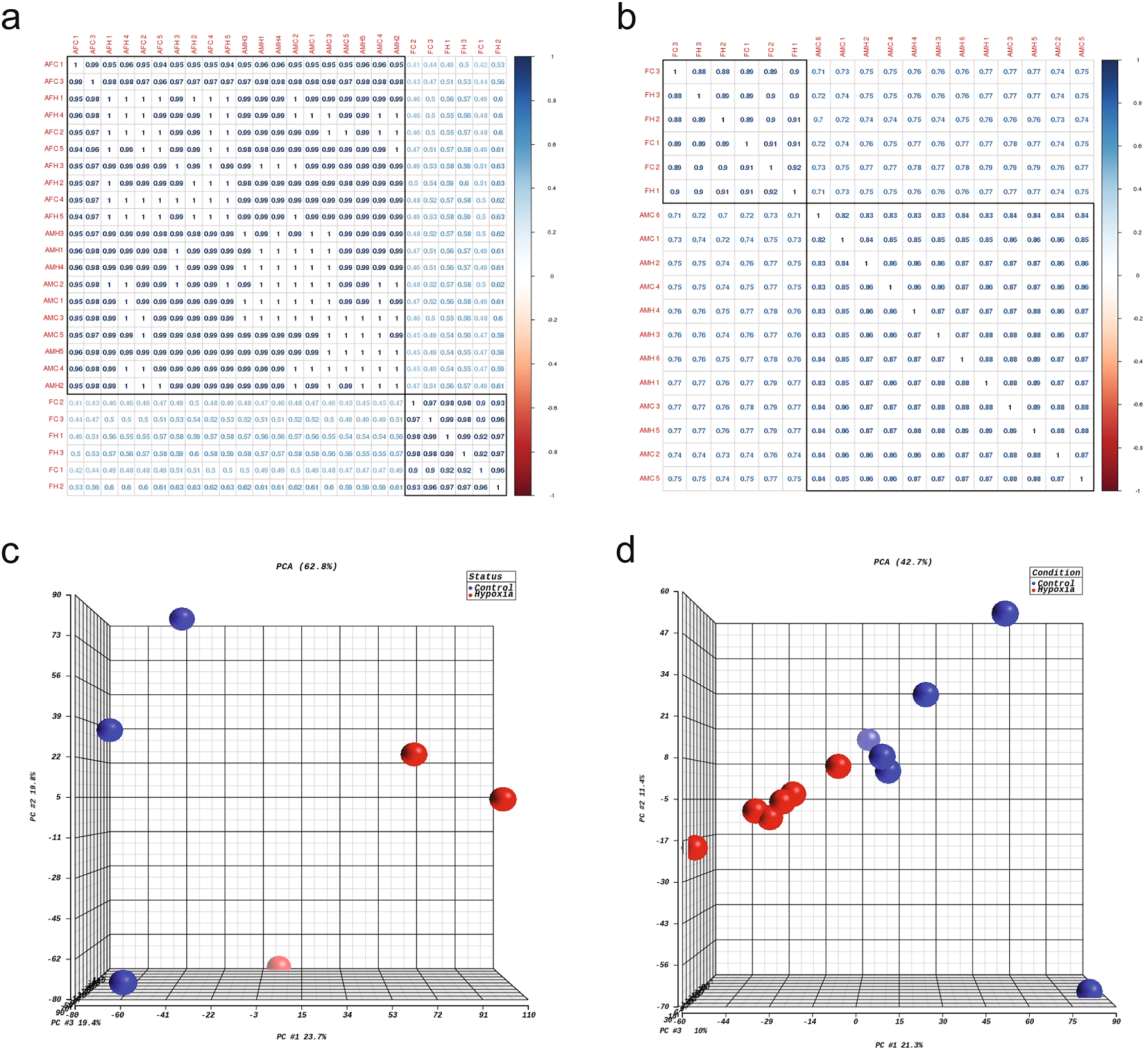
Reproducibility of biological replicates in RRBS and RNA-seq data sets. (**a**,**b**) Pearson correlation and hierarchical clustering of DNA methylation profiles (union CpGs across whole genome) and gene expression profiles. FC, FH, AMC, AMH, AFC, and AFH represent fetal control, fetal hypoxia, adult male control, adult male hypoxia, adult female control and adult female hypoxia. PCA of gene expression profiles in fetal rat heart (**c**,**d**) DNA methylation profiles in promoter region across all genes in adult male rat heart.

## Usage Notes

Although DNA methylation plays a critical role in antenatal hypoxia-induced heart developmental programming, much less is known about the global epigenetic variation and molecular mechanisms of this process. Our data sets will allow further analysis to gain a better understanding on the mechanism of hypoxia-induced epigenomic and transcriptomic reprograming and the corresponding impact in the heart development in a sex-dependent manner. Detailed understanding of antenatal hypoxia effect on heart development is of critical importance from both basic and clinical science points of view. The identification of hypoxia-mediated DNA methylation and gene expression biomarkers may provide new insights into potential therapeutic interventions to prevent and treat heart disease associated with fetal stress.

In our original paper, we used classic tuxedo pipeline to process the RNA-seq data^26^. However, the analysis is interchangeable with many other currently available tools. We have re-run the RNA-seq analysis using kallisto^40^ and DESeq2^41^, and we obtained very similar results.

## Supplementary information

Supplementary Table 1.

Supplementary Table 2.

## Data Availability

All tools used in this study were properly cited in the sections above. The settings and parameters were clearly described as well.

# Supplementary material for: Prenatal hypoxia-induced epigenomic and transcriptomic reprogramming in rat fetal and adult offspring hearts
**Source:** Sci Data. 2019 Oct 29;6:238. doi: 10.1038/s41597-019-0253-9
**Supplement:** Supplementary file 1 — Supplementary Table 1.

Supplementary Table 1. Statistics Summary of raw, trimmed, aligned reads and CpGs coverage of RRBS data

| Sample  | Tissue | Raw reads  | Reads after trimming | Aligned reads | Aligned perct | CpGs with > 10 coverage | Overlapping CpGs | CpG regions with > 20 coverage | Overlapping CpG regions |
|---------|--------|------------|----------------------|---------------|---------------|-------------------------|------------------|--------------------------------|-------------------------|
| C1_6    | Heart  | 26,695,840 | 26,072,950           | 18,650,283    | 69.86%        | 973,090                 |                  | 231,354                        |                         |
| C2_11   | Heart  | 40,972,629 | 40,226,777           | 28,800,878    | 70.29%        | 1,242,160               |                  | 244,819                        |                         |
| C3_6    | Heart  | 25,062,167 | 24,535,588           | 17,498,561    | 69.82%        | 972,292                 | 590,422          | 230,393                        | 196,513                 |
| H3_1    | Heart  | 37,561,432 | 36,775,870           | 26,769,528    | 71.27%        | 1,194,791               |                  | 239,878                        |                         |
| H3_2    | Heart  | 25,559,679 | 25,089,677           | 18,294,745    | 71.58%        | 1,023,597               |                  | 232,377                        |                         |
| H5_3    | Heart  | 23,394,623 | 22,889,181           | 16,601,333    | 70.96%        | 952,553                 |                  | 223,142                        |                         |
| C1      | Heart  | 17,135,032 | 16,547,962           | 11,768,295    | 68.68%        | 884,322                 |                  | 203,101                        |                         |
| C2      | Heart  | 24,241,632 | 22,878,966           | 16,140,595    | 66.58%        | 1,092,544               |                  | 211,651                        |                         |
| C3      | Heart  | 27,852,951 | 26,808,469           | 17,960,090    | 64.48%        | 1,126,651               |                  | 222,460                        |                         |
| C4      | Heart  | 20,749,563 | 19,790,419           | 14,118,473    | 68.04%        | 1,011,999               |                  | 212,544                        |                         |
| C5      | Heart  | 20,952,710 | 20,083,927           | 14,113,801    | 67.36%        | 1,007,384               |                  | 212,444                        |                         |
| C6      | Heart  | 14,990,291 | 14,371,737           | 9,900,370     | 66.05%        | 725,525                 | 454,882          | 198,606                        | 176,402                 |
| H1      | Heart  | 25,712,725 | 24,632,094           | 17,627,567    | 68.56%        | 1,119,762               |                  | 229,018                        |                         |
| H2      | Heart  | 22,462,655 | 21,585,728           | 15,623,008    | 69.55%        | 1,071,396               |                  | 217,772                        |                         |
| H3      | Heart  | 23,291,226 | 22,413,728           | 16,050,808    | 68.91%        | 1,071,479               |                  | 218,135                        |                         |
| H4      | Heart  | 21,582,884 | 20,780,342           | 14,874,035    | 68.92%        | 1,028,367               |                  | 212,191                        |                         |
| H5      | Heart  | 26,982,687 | 25,777,219           | 18,327,452    | 67.92%        | 1,164,827               |                  | 222,064                        |                         |
| H6      | Heart  | 23,910,340 | 23,121,304           | 16,521,401    | 69.10%        | 1,090,146               |                  | 219,834                        |                         |
| Average |        | 24,950,615 | 24,132,330           | 17,202,290    | 68.77%        | 1,041,827               |                  | 221,210                        |                         |

# Supplementary material for: Prenatal hypoxia-induced epigenomic and transcriptomic reprogramming in rat fetal and adult offspring hearts
**Source:** Sci Data. 2019 Oct 29;6:238. doi: 10.1038/s41597-019-0253-9
**Supplement:** Supplementary file 2 — Supplementary Table 2.

**Supplementary Table 2. Statistics Summary of raw, trimmed, aligned reads of RNA-Seq data and ERCC spike-in**

| Sample | Status  | Gender | Tissue | Raw reads  | Total left reads | Aligned left reads | Total right reads | Aligned right reads | Total aligned pair-reads | ERCC aligned pair-reads | Total aligned reads | Overall alignment rate | ERCC alignment rate | PE   |
|--------|---------|--------|--------|------------|------------------|--------------------|-------------------|---------------------|--------------------------|-------------------------|---------------------|------------------------|---------------------|------|
| C1-6   | Control | Fetal  | Heart  | 34,895,230 | 15,163,134       | 13,769,068         | 15,163,134        | 13,449,185          | 12,632,742               | 24,415                  | 27,218,253          | 89.75%                 | 0.16%               | 75X2 |
| C2-11  | Control | Fetal  | Heart  | 38,601,636 | 16,940,751       | 15,331,154         | 16,940,751        | 15,018,240          | 14,075,483               | 26,132                  | 30,349,394          | 89.58%                 | 0.15%               | 75X2 |
| C3-6   | Control | Fetal  | Heart  | 42,102,084 | 17,800,708       | 16,072,424         | 17,800,708        | 15,613,963          | 14,642,669               | 26,028                  | 31,686,387          | 89.00%                 | 0.15%               | 75X2 |
| H3-1   | Hypoxia | Fetal  | Heart  | 38,231,532 | 16,311,619       | 14,617,320         | 16,311,619        | 14,286,925          | 13,323,978               | 26,657                  | 28,904,245          | 88.60%                 | 0.16%               | 75X2 |
| H3-2   | Hypoxia | Fetal  | Heart  | 36,522,906 | 15,711,724       | 14,257,256         | 15,711,724        | 13,804,763          | 12,971,552               | 22,875                  | 28,062,019          | 89.30%                 | 0.15%               | 75X2 |
| H5-3   | Hypoxia | Fetal  | Heart  | 36,385,396 | 15,575,172       | 14,041,426         | 15,575,172        | 13,675,676          | 12,801,716               | 22,879                  | 27,717,102          | 88.98%                 | 0.15%               | 75X2 |
| MC3    | Control | Male   | Heart  | 58,185,428 | 27,146,977       | 26,172,144         | 27,146,977        | 25,012,103          | 24,465,642               | 80,423                  | 51,184,247          | 94.27%                 | 0.30%               | 75X2 |
| MC4    | Control | Male   | Heart  | 56,634,526 | 26,508,245       | 25,528,656         | 26,508,245        | 24,523,356          | 23,980,726               | 88,808                  | 50,052,012          | 94.41%                 | 0.34%               | 75X2 |
| MC7    | Control | Male   | Heart  | 54,916,406 | 25,886,059       | 24,877,868         | 25,886,059        | 23,949,445          | 23,386,792               | 87,580                  | 48,827,313          | 94.31%                 | 0.34%               | 75X2 |
| MC8    | Control | Male   | Heart  | 56,003,054 | 26,287,945       | 25,173,210         | 26,287,945        | 24,275,411          | 23,652,439               | 81,751                  | 49,448,621          | 94.05%                 | 0.31%               | 75X2 |
| MC9    | Control | Male   | Heart  | 58,968,558 | 27,655,885       | 26,052,099         | 27,655,885        | 25,289,436          | 24,446,787               | 67,829                  | 51,341,535          | 92.82%                 | 0.25%               | 75X2 |
| MH1    | Hypoxia | Male   | Heart  | 55,039,114 | 25,775,880       | 24,831,468         | 25,775,880        | 23,901,996          | 23,358,079               | 77,021                  | 48,733,464          | 94.53%                 | 0.30%               | 75X2 |
| MH2    | Hypoxia | Male   | Heart  | 47,634,206 | 22,316,457       | 21,383,592         | 22,316,457        | 20,565,900          | 20,049,445               | 79,958                  | 41,949,492          | 93.99%                 | 0.36%               | 75X2 |
| MH4    | Hypoxia | Male   | Heart  | 54,297,082 | 25,500,117       | 24,524,929         | 25,500,117        | 23,690,788          | 23,164,253               | 97,318                  | 48,215,717          | 94.54%                 | 0.38%               | 75X2 |
| MH9    | Hypoxia | Male   | Heart  | 54,888,454 | 25,830,422       | 24,377,736         | 25,830,422        | 23,746,863          | 22,979,753               | 79,612                  | 48,124,599          | 93.15%                 | 0.31%               | 75X2 |
| MH10   | Hypoxia | Male   | Heart  | 53,089,986 | 24,844,176       | 23,757,890         | 24,844,176        | 22,880,421          | 22,312,129               | 101,802                 | 46,638,311          | 93.86%                 | 0.41%               | 75X2 |
| FC3    | Control | Female | Heart  | 53,455,590 | 24,919,293       | 23,962,328         | 24,919,293        | 23,013,270          | 22,544,086               | 112,624                 | 46,975,598          | 94.26%                 | 0.45%               | 75X2 |
| FC4    | Control | Female | Heart  | 53,071,534 | 24,887,935       | 23,938,056         | 24,887,935        | 23,066,979          | 22,567,301               | 119,016                 | 47,005,035          | 94.43%                 | 0.48%               | 75X2 |
| FC5    | Control | Female | Heart  | 53,203,616 | 24,891,294       | 24,019,361         | 24,891,294        | 22,998,780          | 22,530,308               | 95,103                  | 47,018,141          | 94.45%                 | 0.38%               | 75X2 |
| FC6    | Control | Female | Heart  | 48,201,600 | 22,630,312       | 21,745,871         | 22,630,312        | 20,955,932          | 20,484,946               | 80,985                  | 42,701,803          | 94.35%                 | 0.36%               | 75X2 |
| FC7    | Control | Female | Heart  | 55,741,566 | 26,060,937       | 25,041,431         | 26,060,937        | 24,048,345          | 23,514,484               | 102,117                 | 49,089,776          | 94.18%                 | 0.39%               | 75X2 |
| FH3    | Hypoxia | Female | Heart  | 52,662,140 | 24,638,573       | 23,666,762         | 24,638,573        | 22,722,741          | 22,200,329               | 99,233                  | 46,389,503          | 94.14%                 | 0.40%               | 75X2 |
| FH4    | Hypoxia | Female | Heart  | 54,616,484 | 25,471,144       | 23,917,729         | 25,471,144        | 22,973,636          | 22,476,673               | 130,593                 | 46,891,365          | 92.05%                 | 0.51%               | 75X2 |
| FH6    | Hypoxia | Female | Heart  | 53,757,798 | 25,197,459       | 24,160,510         | 25,197,459        | 23,261,378          | 22,737,527               | 97,404                  | 47,421,888          | 94.10%                 | 0.39%               | 75X2 |
| FH7    | Hypoxia | Female | Heart  | 52,364,530 | 24,467,653       | 23,464,740         | 24,467,653        | 22,444,107          | 21,929,771               | 81,867                  | 45,908,847          | 93.82%                 | 0.33%               | 75X2 |
| FH9    | Hypoxia | Female | Heart  | 55,678,614 | 26,017,403       | 25,021,310         | 26,017,403        | 24,081,985          | 23,550,297               | 100,505                 | 49,103,295          | 94.37%                 | 0.39%               | 75X2 |

How the deposited data were processed for this re-analysis (not part of the article)

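RNA from 26 rat hearts was measured by RNA-seq: 3 control and 3 hypoxia-exposed fetal hearts at gestational Day 21, and, at 5 months of age, 5 control and 5 hypoxia-exposed hearts of each sex. Samples were assigned to age, sex and condition from the labels of the libraries, which name the same groups as the paper. The replicate numbers used here follow the order of the library names within each condition. The paper counts 26 separate hearts, and its text does not name the litters. The labels of fetal hypoxia 1 and 2 begin alike, which might stand for a shared dam; if so, the fetal standard errors would not hold for 3 independent litters, and no term for litter was fitted.

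The authors trimmed the reads with Trimmomatic 0.35, aligned them to Rnor6.0 with TopHat2 2.1.1 and quantified genes with Cufflinks 2.2.1, versions that stand in the paper and in the submitters' processing notes, and compared groups with Cuffdiff, whose version is not given in the sources used here. The deposited FPKM values, which relate fragments to gene length and depth as the authors made them, come in 1 table for the fetal and 1 table for the adult libraries, with 30044 genes each. The other deposited values are a signal of whole numbers per gene: the authors scaled the fragments of each library to a common depth within the table and rounded them, so that they are not raw counts, and they are called scaled fragments here. Their sums do not give the sequencing depth, which was taken from the paper's Supplementary Table 2. Genes called in the paper were not listed in the sources used here, and RRBS data and spike-in controls were not analysed here.

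The design had been written for raw counts. Since the deposited whole numbers are scaled, the count model was replaced by limma 3.58.1 in R 4.3.3, with a trend of the variance on the mean level, on log2(FPKM + 1), for genes with a mean FPKM of at least 1 over the libraries of a comparison. Adjusted p-values are Benjamini-Hochberg values from limma over the genes tested. A gene was called at an adjusted p under 0.3 and a fold change over 1.2, the paper's criteria, and counts at an adjusted p under 0.05 are given beside it. Fetal, adult male and adult female hearts were fitted separately; the interaction of sex and hypoxia was fitted over the 20 adult hearts, and the difference between the fetal and the adult male effect over 16 hearts with a term for each age. Of 43 gene lists for pathways and cell types, those with at least 5 tested members were tested with camera at its preset correlation of 0.01, at an adjusted p under 0.05 over the lists of a comparison; 35 lists were tested in fetal, 38 in adult male and 38 in adult female hearts. Beside it stand camera with a correlation estimated from the data and fry, with which 0 lists of any comparison passed in a direction. Without regard to direction fry found changed members in 6 fetal lists and in 0 lists of the adult comparisons.

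Gene lists, thresholds, the rule for named genes and the alternatives were set before the data were examined, apart from the alternatives named as added later. The rule named up to 10 called genes per direction in which the groups do not overlap, leaving out symbols that start with LOC, RGD, Mir or Snor, up to 4 called members or else the 2 members with the smallest p of each list past its test, the 10 genes with the smallest p of the interaction by the same choice of symbols, Prkce, sex-linked genes as a check of the labels, and 8 genes of heart maturation. Genes named outside it are said to have been chosen after their values were seen. Principal components used the same values, centred and not scaled, with two-sided exact permutation tests of the difference between group means.

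The median standard error on the log2 scale was 0.109 over the fetal genes tested, 0.137 in adult males and 0.154 in adult females. The tests were tried on simulated data before use, in 5 simulations per comparison of 200 genes changed 1.2- to 4-fold, 50 per size. Recovery at 1.2-fold was 15.6% in fetal hearts. The fold change and the adjusted p that a call needs can both hold it down, and their parts were not separated. At 4-fold 99.2% of the genes were recovered in fetal, 97.2% in adult male and 98% in adult female hearts. The list test found the chaperone list, shifted by 0.15 on the log2 scale, in 100% of 40 simulations with the fetal and the adult male hearts and in 57.5% with the female hearts. With no shift 0.125 fetal, 0.075 male and 0.05 female lists passed per simulation. Other splits of the real hearts passed a median of 3 fetal, 8 male and 8 female lists. The simulations therefore do not show how often lists pass by chance in the real hearts. Over 46 pairs of replicate libraries at most 2.67% of the genes had identical scaled fragments, where copies of a library would share nearly all. That pair was fetal hypoxia 1 and 2, which was also the closest pair by chi-square per gene (3.318, next 4.746). By the median chi-square its lead was small (0.715, next 0.778). Both hearts lay at opposite ends of fetal PC1 (54.4 and -37.2), so these values do not show that they are alike. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

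Alternatives were another pseudocount (0.1), no filter on low values, the replicate number as a block, all 20 adults in one fit, the level of Y-linked genes as a covariate in the fetal fit, and leaving out each library in turn. Added after the values were seen were scaled fragments in place of FPKM, a fit without the variance trend, other scalings, the number of detected genes as a covariate, male control 5 and male hypoxia 4 left out together, and correlations without transfer RNA genes.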

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

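Chosen only after the result was seen were the tests of fetal sex and of a single library for the chaperone and HIF lists, and those of sex-linked RNA, of a mixture and of a swap for female control 3.

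Chaperone genes were higher and HIF target genes lower in the hypoxic fetal hearts by camera, but neither list passed with an estimated correlation (adjusted p = 0.43) or with fry in a direction. Uneven sex is argued against: with the level of Y-linked genes as a covariate both lists stayed past the test in their directions, with a larger adjusted p of 0.000199. No single library carries the pattern, since the largest adjusted p of either list without any 1 library was 0.0138. Splitting the 6 hearts in the 10 possible ways is too few for a share under 0.05. The summed -log10 p of both lists was 13.1 in the real split and at most 9.79 in the others. Both lists were picked for their result in the real split, which favours it, so these sums do not decide against chance. A response to maternal hypoxia may account for the pattern. Differences between litters, which the paper's text does not name, stay open and were not tested.

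The library labelled adult female control 3 stood apart from the other female controls in Xist (4 scaled fragments, next 5570) and in the sum of 3 Y-linked genes (529, next 2). Its Y-linked RNA was 95.1% of the male median. Of 1075 genes outside the sex chromosomes that differed between the other females and the males, 72.5% lay nearer to the male mean. Each of the other females was scored on its own set of 826 to 1111 genes, of which 14.5% to 43.3% lay nearer to the male mean. A male heart under a female label could give these values. A mixture with female RNA is argued against by Xist at 0.0686% of the median of the other females. A swap with a male library of this study is argued against too, as 0 male libraries lacked Y-linked RNA or had Xist in the female range. A male heart from elsewhere in the colony remains open, and no biological explanation was tested.

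Receptor genes of smell were detected in 6 adult male libraries: 375 in control 3, 816 in control 4, 1096 in control 5, 600 in hypoxia 2, 1054 in hypoxia 4 and 596 in hypoxia 5. The lowest of these, 375, lies above the highest of the other 14 adult libraries, 52, as genomic DNA or other background that does not come from RNA could give. The paper's methods include a repeated DNase treatment against genomic DNA, and whether any was left in these libraries was not tested. Nasal tissue stays open as well: 10 genes held 9.74% of the receptor fragments of the library with the most, but nasal epithelium makes many receptors, each in few neurons, so that this share decides nothing. Depth is argued against, as 5 of the 6 libraries had no more aligned pairs than the median of the other males. With 3 control and 3 hypoxia libraries among them, the pattern does not follow the condition, and no biological explanation was tested.

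In 88 tests of adult groups of 5 for a library far from the rest, 19 stood apart, where chance gives about 4.4. Receptor fragments were highest in male control 5 (9616, next 2758), in male hypoxia 4 (7458, next 1747) and in female control 3 (326, next 243). Alignment rates were lowest in male control 5 (92.82%, next 94.05%) and female hypoxia 2 (92.05%, next 93.82%), and the scaled total in male hypoxia 4 (7001852, next 7424257). Nppa was at 37434 scaled fragments in male control 1 (next 3370) and 13135 in male hypoxia 4 (next 2713). Myl7, the atrial myosin light chain, was at 11607 in male control 1 (next 305) and 1962 in female hypoxia 1 (next 382). Egr1 was at 3325 in female control 4 (next 191) and 1133 in female hypoxia 3 (next 126), and Xist at 8943 in female hypoxia 2 (next 6000). In FPKM, Igtp was at 20.4 in male hypoxia 2 (next 8.85), Cyr61 at 16.5 (next 9.84) and Ankrd1 at 3020 (next 1970) in male hypoxia 4, and Folr2 at 15.9 in female control 3 (next 9.92).

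The effect of hypoxia differed between the sexes in 4 lists by camera: interferon response (adjusted p = 3.05e-06), macrophages (3.05e-06), erythroid cells (0.000715) and immediate early genes (0.0136); the smallest adjusted p with an estimated correlation was 0.963. It differed between fetal and adult male hearts, again in no list with an estimated correlation (smallest adjusted p 0.587), in interferon response (4e-04), endothelial cells (0.00159), heat shock and protein folding (0.00769), glucocorticoid response (0.00858), immediate early genes (0.00858), oxidative phosphorylation (0.0159), HIF targets (0.0159) and cardiac stress (0.0229), and in the gene LOC102553254 (0.00954 from limma).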

How the results depend on the processing

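Chosen after the values were seen were the alternatives on scaled fragments, without the variance trend, with other scalings, with detected genes as a covariate, with 2 male libraries left out together and without transfer RNA genes. Over 69 results and 1298 alternatives, 1217 kept direction and side of the threshold, 22 fell short of it, 10 newly passed it, 49 moved and 0 reversed. Of these, 56 results with 1040 alternatives were single genes, most of them not called, which cannot fall short of a threshold they had not passed. All 22 that fell short belong to the called genes Hk2 (6), Bnip3 (7) and Inpp1 (9), so that the tally does not measure stability. The 5 fetal DEGs became 1 at an adjusted p under 0.05 (0% higher), 9 with no filter, 178 on scaled fragments, 2 without the variance trend, 3 with upper-quartile scaling, 2 with the Y-linked covariate, and 3 to 27 with each library left out. Hk2, Bnip3 and Inpp1 were no longer called with the block (adjusted p = 0.601), without the trend (0.443) or with the covariate (0.554), nor Bnip3 and Inpp1 with upper-quartile scaling (0.378 and 0.343); the range over all their alternatives reached 0.656. The 0 male DEGs (limma, 772 at an unadjusted p under 0.05) became 2 with upper-quartile scaling, 1 with all 20 adults in one fit and 0 to 1 with each library left out; the 0 female DEGs (480) became 1 with all 20 adults; the 0 interaction genes (305) became 1 without male hypoxia 4, female control 5 or female hypoxia 2, and 0 to 1 over all libraries left out. Gene lists past the test came to 0 in the fetal, male, female and interaction comparisons with an estimated correlation and with fry. Leaving out each library gave 4 to 13 fetal lists (4 without hypoxia 2), 2 to 8 female lists (2 without control 3 or hypoxia 4, 7 without control 4, 8 without hypoxia 3) and 2 to 6 interaction lists (2 without female control 3 or female hypoxia 3); without male control 5 and hypoxia 4 together 10 male lists passed in place of 6. The median correlation between fetal and adult libraries was 0.887 on log2(FPKM + 1), 0.9 by Spearman, 0.137 without the 10 highest genes and 0.242 without transfer RNA genes. For results that did not hold, the cause was not tested. With the replicate number as a block 2 fetal genes were called and 0 in either adult sex; the number is not a pairing, as deviations of same-numbered libraries correlated at 0.0368, -0.0702 and 0.0194 in fetal hearts and at -0.177 to 0.199 in adult hearts. Tests planned on raw counts, with their normalizations and filter, the spread of spike-ins and correlations without mitochondrially encoded genes were not run.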

Differences from the paper's values

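Among the alternatives below, those on scaled fragments, without the variance trend, with other scalings, with detected genes as a covariate, with 2 male libraries left out and without transfer RNA genes were chosen after the values were seen.

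The paper reports 323 DEGs in fetal hearts, and 5 were called here at its criteria, with limma in place of Cuffdiff. The paper also states that a rerun with kallisto and DESeq2 came out very similar. No count model was run here, and the cause of the gap was not tested. None of the alternatives set before the data were examined reached 323, with 1 to 27 DEGs. Nor did scaled fragments, which were chosen after the values were seen and gave 178. For adult male hearts the paper reports 112 DEGs and 0 were called here (772 genes at an unadjusted p under 0.05), with 0 to 2 under every alternative. The paper's text does not name its DEGs, so that none could be compared by name.

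Of the fetal DEGs the paper reports 62.2% as higher in hypoxia, and 2 of 5 (40%) were higher here. The difference rests on these few genes, and each share of 50% below on 1 of 2 genes. Of the 687 fetal genes with an unadjusted p under 0.05 and a fold change over 1.2, 388 (56.5%) were higher. Of the alternatives set before the data were examined, the share lay within 1.5 times the paper's with the replicate block (50%), with the Y-linked covariate (50%), without hypoxia 1 (55.6%) and without hypoxia 2 (60%), and not with an adjusted p under 0.05 (0%), a pseudocount of 0.1 (40%), no filter (33.3%), or without control 1 (38.5%), control 2 (40.7%), control 3 (33.3%) or hypoxia 3 (40.9%). Chosen after the values were seen, scaled fragments (57.3%) and the fit without the variance trend (50%) lay within it, and upper-quartile (33.3%) and median-of-ratios scaling (40%) did not. As no adult male gene was called, there is no share to set beside the paper's.

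The lowest correlation within adult hearts is about 0.94 in Fig. 5a, read by eye, and 0.991 here. Within fetal hearts the lowest is 0.758 here, against about 0.90 in Fig. 5a. Between fetal and adult hearts the lowest is about 0.41 and the highest about 0.63 in Fig. 5a, and 0.000883 and 0.11 here. Of the alternatives set before the data were examined, only the highest between both ages without the 10 genes of highest mean FPKM (0.604) came as close as the spread of the correlations; log2 values, Spearman correlations and a minimum of 1 FPKM did not for any of these 4 values. Without transfer RNA genes, chosen after the values were seen, the lowest was 0.467 within adult hearts, 0.00281 within fetal hearts and 0.0175 between both ages.

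The paper states that PCA of DEGs separated control and hypoxia and that whole profiles did not clearly do so, and neither statement differs from the values here. Read by eye, Fig. 5c shows the fetal groups apart on its first axis; over all tested genes they overlapped on PC1 here (exact permutation p = 1) and were apart with genes scaled to unit variance, where PC1 held 25.4% of the variance, and without hypoxia 1 (31.5%). The paper also states that both groups of fetal hearts varied alike, and here the summed variances had a ratio of 1.20, with no test; the SD on PC1, 14.1 in control and 48.3 in hypoxia, follows the score of hypoxia 1 (54.4). The legend of Fig. 5 names methylation before expression for panels a and b, whereas panel a shows adult female libraries, which the paper lists for RNA-seq alone.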

Other observations

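Of the tests in this part, those on scaled fragments were chosen only after the result was seen.

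In the female hearts of hypoxia-exposed dams' offspring, genes of red cells, smooth muscle and endothelium were higher as lists, and macrophage markers lower. Erythroid genes rose (10 of 13 positive, median log2 fold change 0.30, adjusted p = 0.00759 from camera; adjusted p = 0.63 with an estimated correlation), with the globin genes Hbb at 150.4 ± 25.4 FPKM (SD, n = 5) in control and 272 ± 112 (SD, n = 5) in hypoxia and Hba1 at 439 ± 138 and 757 ± 301. Smooth muscle and pericyte genes rose (14 of 17 positive, adjusted p = 0.00759; adjusted p = 0.63 with an estimated correlation), with Notch3, a receptor of mural cells, at 6.50 ± 0.853 and 8.04 ± 0.528 FPKM and the myosin light chain kinase gene Mylk at 12.9 ± 1.75 and 15.9 ± 2.71. Endothelial genes rose (18 of 28 positive, adjusted p = 0.00759; adjusted p = 0.684 with an estimated correlation), with the VEGF receptor Flt1 at 41.5 ± 6.23 and 59.2 ± 8.96 FPKM and Sox17 at 3.78 ± 1.23 and 5.36 ± 0.601. Macrophage genes fell (18 of 22 negative, adjusted p = 0.0382; adjusted p = 0.922 with an estimated correlation), with Cd68 at 17.1 ± 3.40 and 10.8 ± 2.21 FPKM and Folr2 at 10.2 ± 3.28 and 7.26 ± 1.05. In Folr2, female control 3 stood apart from the other female controls at 15.9 FPKM (next 9.92). None of 12871 genes was called by limma on FPKM or on scaled fragments (480 at an unadjusted p under 0.05, smallest adjusted p 0.999); adjusted over the list alone, 6 erythroid and 4 endothelial genes were higher and 1 macrophage gene lower. Prkce was at 16.4 ± 1.59 and 16.9 ± 4.03 FPKM (log2 fold change 0.02, adjusted p = 0.999). Female control 3 held Y-linked RNA: without it the erythroid list (adjusted p = 0.0812) and the macrophage list (0.126) were lost. Smooth muscle (0.0958), endothelial (0.0958) and erythroid genes (0.0666) were lost without control 4, endothelial genes without hypoxia 2 (0.134), erythroid genes without hypoxia 4 (0.0657), and macrophage genes without control 5 (0.194), hypoxia 1 (0.0532), hypoxia 4 (0.146) or hypoxia 5 (0.357). The macrophage list was also lost with no filter (0.0703), on scaled fragments (0.0665) and with all 20 adults in one fit (0.081).

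The effect of hypoxia on interferon, macrophage, erythroid and immediate early genes differed between female and male hearts by camera, and on none of these lists with an estimated correlation (smallest adjusted p 0.963) or with fry (0.975). The median difference of log2 fold changes, female minus male, was 0.51 for interferon genes, -0.29 for macrophage genes, 0.65 for erythroid genes and 0.36 for immediate early genes. The macrophage difference passed without any 1 of the 20 libraries (adjusted p up to 0.014), the interferon difference was lost without female hypoxia 3 (0.0896) and the erythroid difference without female control 3 (0.0647). That of immediate early genes was lost without male control 2, male hypoxia 1, female control 2, 3 or 5, or female hypoxia 3 (up to 0.522). In Egr1, an immediate early gene, female control 4 stood apart at 3325 scaled fragments (next 191) and female hypoxia 3 at 1133 (next 126). Without female control 4 the adjusted p of the immediate early list was 1.44e-10, and without female hypoxia 3 it was 0.522. No gene of 13183 was called for the interaction of sex and hypoxia by limma (305 at an unadjusted p under 0.05). The smallest p belonged to RGD1359634, a gene without a name (adjusted p = 0.404 from limma, chosen after its value was seen). Leaving out symbols that start with LOC or RGD, the 10 genes with the smallest p, each with an adjusted p of 1, were Vamp5, Cacng7, Rpp14, Tipin, Ccdc66, Xrcc1, Ptgfr, Ccnt1, Loh12cr1 and Ing1. Vamp5, a vesicle protein of muscle, was at 11.8 ± 4.32 FPKM in control and 4.79 ± 1.80 in hypoxia in males (n = 5 each) and at 2.86 ± 0.699 and 3.98 ± 0.837 in females (n = 5 each), on means of 9.9 and 4.5 scaled fragments. Ptgfr, the receptor of prostaglandin F2 alpha, was at 31.6 ± 19.7 and 84.2 ± 29.5 FPKM in males and at 79.5 ± 27.9 and 55.2 ± 36.9 in females.

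The 10 splits of the 6 fetal hearts into groups of 3 are too few for a share under 0.05. The real split called 5 DEGs and the highest of the others 14. It passed 11 gene lists, and the highest of the others 13. On scaled fragments it called 178 genes, and the highest of the others 13. Its 1149 genes at an unadjusted p under 0.05 were set against at most 831 in another split.

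Chance cannot be excluded for the adult gene lists. For the difference between fetal and adult male hearts no splits were run, so chance was not tested for its lists. Of 100 male splits, the real one included here and below, 63 passed at least the 6 lists of the real split (up to 23), of the female splits 89 passed at least 4 (up to 18), and of the splits for the interaction 74 passed at least 4 (up to 19). For genes called, the real counts were 0, which all 100 splits reach by construction, so that the splits do not test them; the highest counts in another split were 1838 in males, 1187 in females and 1503 for the interaction. The median count of the other splits was 0 in males, in females and for the interaction, so the typical split called no more genes than the real one. The splits that call so many more genes than the real one point to a structure among the adult hearts other than hypoxia. The male split with 1838 calls put control 1, control 5, hypoxia 3, hypoxia 4 and hypoxia 5, at 305 to 11607 scaled fragments of the atrial gene Myl7, against the other 5 hearts, at 9 to 270. In the male splits with the next most calls, 999 and 503, the range of Myl7 overlapped between the groups (9 to 11607 against 20 to 2015, and 270 to 11607 against 9 to 305). In the female split with 1187 calls Myl7 was at 56 to 758 in control 1, control 2, control 5, hypoxia 2 and hypoxia 5 and at 11 to 1962 in the others.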
